A study of Mus musculus with 8 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

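Bulk RNA-seq was done on Paneth cells (PCs), the secretory cells at the base of the crypts of the small intestine, which were sorted from single mice by fluorescence-activated cell sorting. The samples were 8 libraries, each from 1 mouse. In 4 mice the drinking water was Milli-Q water (purified laboratory water), and in 4 mice it held 25 mM zinc sulfate, in both cases for 7 days. All 8 mice were then injected with tumor necrosis factor (TNF), an inflammatory cytokine, and PCs were collected 3 hours later. Each sample was placed in its group by its deposited label, and no sample was left out.

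The authors deposited 1 table of raw read counts per Ensembl gene, with 55414 genes and 1 column per sample. The values were whole numbers with totals that differed between columns. Per the labels, libraries were made from polyadenylated RNA with a strand-specific kit. The methods of the study name the STAR aligner, the GRCm39 genome and GENCODE annotation for its own re-mapping of many data sets. For its own quantification they name Salmon. Which aligner, counter, annotation release and rule for reads with several matches gave this count table is not given in the sources used here. That matters for the alpha-defensin (Defa) genes, which are near-identical copies: a read that matches several copies may have been dropped or divided, so the count of a single Defa gene is uncertain. The table was matched by Ensembl identifier to the GENCODE M39 annotation of GRCm39, from which symbols, coordinates and transcript lengths were taken. The transcript length of a gene is that of its longest transcript. Of the identifiers, 54749 matched and 665 did not, and the unmatched held 0.00443% of all counts.

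Library totals ran from 10623658 to 15101627 counts. On the TMM-scaled library sizes 3 counts, the limit that a count of 0 allows, were worth 0.179 to 0.369 CPM (counts scaled to a common library size), most in Milli-Q water replicate 3. Shares of single libraries are given with 95% Wilson intervals; these and the limits for 0 counts cover counting error only, since reads carried no molecular identifiers. Over the 28 pairs of libraries, the smallest chi-square per degree of freedom was 6.9, so no 2 libraries agreed within sampling noise and each counted as 1 replicate.

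Zinc was compared with Milli-Q water by the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3), with TMM scaling factors and the default expression filter. The filter kept 10707 genes holding 99.89% of the counts. P-values were adjusted by Benjamini and Hochberg with a threshold of 0.05, and the biological coefficient of variation was 0.269. CPM values are on the TMM-scaled library sizes. SE denotes the standard error of a log2 fold change, zinc over water. Fold changes of single genes, and numbers of list genes higher or lower, are from edgeR unless another tool is named. Of the tests, 12 used fixed gene lists and were done with camera in limma 3.58.1 on voom values. The preset inter-gene correlation was 0.01, and p was adjusted over the 12 lists. Medians of lists are over log2 fold changes fitted to the voom values, and can differ from the edgeR values of their genes. The lists were alpha-defensins, other Paneth cell products, zinc-induced genes, zinc transporters, TNF and NF-kB response, interferon-stimulated genes, unfolded protein response, and markers of enterocytes, goblet cells, crypt stem cells, enteroendocrine and tuft cells, and immune and stromal cells. Another 4 measures per library (the Defa share of counts, the mitochondrial share, the Lyz1 share, and the genes with at least 10 counts after each library was thinned to 10623658 counts) were compared by two-sided exact permutation tests over all 70 assignments, whose smallest p is 0.0286.

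Genes named in the text followed a rule. Always named were Mt1, Mt2, Slc30a1, Slc39a4, Defa24, Lyz1, Itln1 and whether Defa31 and Defa37 had counts; then the genes with the largest changes among those past the threshold, or, as none passed, the 3 genes of smallest p in each direction. Other genes named were chosen after their values were seen. The groups, lists, tests, naming rule and most alternatives were fixed before the data were examined. An exception was 4 further lists, described where they are used: further TNF and NF-kB targets, further interferon targets, MHC class II genes and leukocyte transcripts.

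The steps were tested on simulated counts for the comparison of 4 against 4, drawn for 10707 genes from the means, library sizes and dispersions of these libraries, with 200 genes changed. The edgeR test called 143 genes, 6 of them unchanged, and recovered 94% of genes changed by 2 and 43% of genes changed by 1 on the log2 scale, among 10595 genes tested. DESeq2 called 185 genes, 30 of them unchanged. With 100 lists of unchanged genes, camera gave 2 with an unadjusted p under 0.05 and fry 5. Simulated genes were independent, unlike real ones.

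Alternatives were DESeq2 size factors, upper-quartile factors, Defa genes removed before normalization, no filter, a stricter filter (1 CPM in 4 samples and 100 counts), DESeq2 1.42.0, limma-voom with sample weights, the replicate number as a block, each sample left out in turn, other denominators and detection limits, camera with an estimated correlation, and fry, a self-contained test. After the data had been seen, a correction for transcript length and GC content (natural splines per library), no scaling factors, exact permutation of the mean of each list, and a fit on only the 6 libraries without a fall with transcript length were added. All 35 splits of the 8 libraries into 4 and 4 were also fitted. For the Defa genes, all words of 75 bases in the longest transcript of each gene were compared with all annotated transcripts (Python 3.11.15), with words of 50 and 100 bases as checks.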

Results

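PCs were profiled by RNA-seq from 8 mice that had all received TNF, 4 after 7 days on Milli-Q water and 4 after 7 days on water with 25 mM zinc sulfate. TNF lowers the production of antimicrobial peptides by PCs, and zinc is stored in PC granules, so the design asks whether zinc supplementation changes the PC transcriptome under TNF. The Milli-Q water libraries 1 to 4 held 13558177, 15101627, 10733407 and 14019512 counts. The zinc libraries 1 to 4 held 10623658, 12200424, 13167276 and 12589700 counts. Xist counts were 378 to 616 per library and neither Ddx3y nor Uty had a count, so by these genes every library came from a female mouse. The labels give no sequencing or library batch.

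The libraries were dominated by PC products. Defa24 held the highest mean share of counts, 17.5%, followed by Lyz1 (lysozyme) with 15.5%, Defa30 with 6.95% and Itln1 (intelectin-1) with 6.40%. The 3 highest genes together held 40.0% of the counts. Among the 20 genes with the highest mean share, 7 were Defa genes. The 28 protein-coding Defa genes lie on chromosome 8 between positions 21515557 and 22225490 (GRCm39), 23 on the plus and 5 on the minus strand. Within the family, the 3 highest genes held 74.3% of the Defa counts. At the other end, 9 of the 28 genes had under 100 counts in total over the 8 libraries. Defa31 had 58 counts and Defa37 had 21 over the 8 libraries. Defa33, named after its value was seen, had 0 counts, which allows up to 0.369 CPM in Milli-Q water replicate 3, the library with the smallest scaled size. These low values are uncertain, since the 9 genes share more than 50% of their words of 75 bases with other genes.

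**Figure D1:**
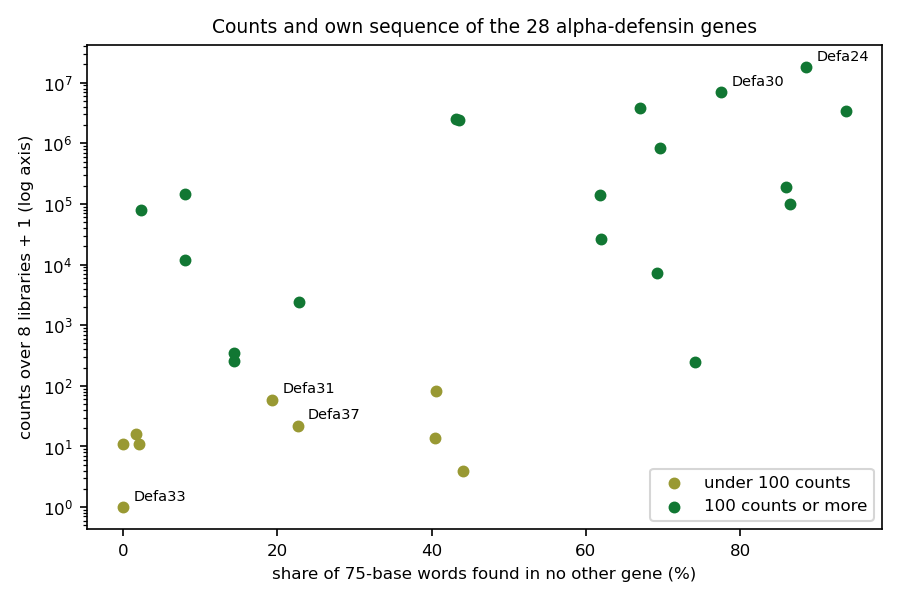
Counts of each of the 28 Defa genes over the 8 libraries plus 1 (log axis) against the share (%) of words of 75 bases in its longest transcript that occur in no other annotated gene; each point is a gene. All 9 genes under 100 counts lie under 50% on the horizontal axis, as do 8 of the other 19.

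The first question was whether zinc changed the share of the transcriptome given to Defa genes. The Defa genes held 38.9% ± 5.08 of the counts in the Milli-Q water group and 37.1% ± 2.07 in the zinc group (SD, n = 4 each), a difference of -1.75 percentage points (exact permutation test, two-sided, p = 0.543). The lowest library, Milli-Q water 2, was at 34.0% (95% Wilson interval 34.0 to 34.1) and the highest, Milli-Q water 3, at 44.8% (44.8 to 44.9), so the spread between mice of 1 group exceeded both the counting error and the group difference. Leaving out Milli-Q water replicate 3 moved this difference to 0.23 points. The alternative that moved it most kept only the 6 libraries without a fall with transcript length, described below, and gave 2.44 points, the other direction. The Lyz1 share was 15.7% ± 0.819 with water and 15.4% ± 0.151 with zinc (exact p = 0.4), and became the smallest value the test can give (0.0286, difference -0.718) without Milli-Q water replicate 1. The mitochondrial share was 0.526% ± 0.0340 and 0.484% ± 0.0821 (exact p = 0.343). After thinning to equal depth, 10260 ± 204 genes with water and 10600 ± 324 with zinc had at least 10 counts (exact p = 0.114); without zinc replicate 4 the difference was 491 genes and the exact p 0.0286. The difference in genes detected, 342, exceeded the SD of both groups, while each other difference was below the larger SD of its groups. Unadjusted, the exact p of these 4 measures was 0.114 or more, so this test set the groups apart for none of them. With adjustment over the 4, p lay between 0.457 and 0.543. As 0.0286 is the smallest p, 1 measure alone could not have passed after adjustment.

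**Figure D2:**
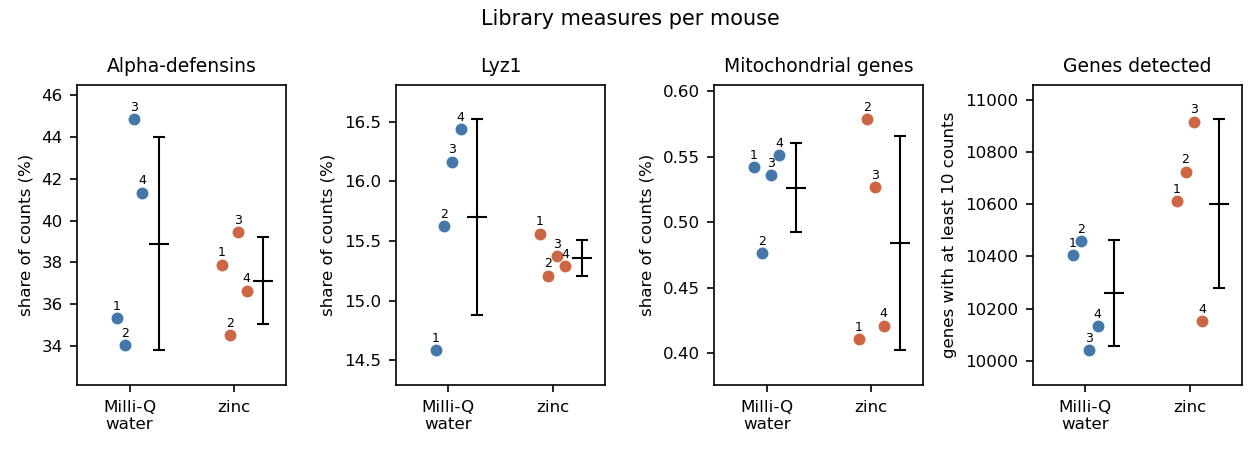
Share of counts (%) of the 28 Defa genes, Lyz1 and mitochondrially encoded genes, and the number of genes with at least 10 counts after thinning, per mouse; points are libraries numbered by replicate, and black bars are the mean ± SD of 4. The 2 groups overlap in every panel, and the axes do not start at 0.

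Across the genome, 0 of 10707 genes passed an adjusted p of 0.05 by the edgeR quasi-likelihood test, 0 in either direction, and the smallest adjusted p was 0.485. At an unadjusted p under 0.05 there were 1092 genes (10.2%), 687 higher and 405 lower with zinc, where chance gives 535. The groups did not overlap at 629 genes (5.87%), 295 higher and 334 lower, where chance gives 2.86%. The alternative that moved the count of calls was DESeq2, which called 4 genes. It tested 18747 genes, of which 1286 (6.86%) had an unadjusted p under 0.05. By limma-voom with sample weights, on the same 10707 genes as edgeR, 0 were called and 1324 (12.4%) had such a p. The DESeq2 calls, named because there are so few, were Lrp1 (log2 fold change 3.00, adjusted p 0.0462) and Slc14a1 (4.88, 0.0373), both below the filter of the edgeR test, and Cd74 (-1.56, 0.00317) and Ms4a12 (-0.97, 0.0373).

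The genes of smallest p, none of which passed, were these. Zfp777 (ENSMUSG00000071477, chromosome 6, 48001122 to 48025845, minus strand) was at 6.61 ± 0.949 CPM with water and 13.2 ± 3.26 CPM with zinc, a log2 fold change of 0.99 (SE 0.209, edgeR adjusted p 0.485). Lrrc61 (ENSMUSG00000073096, chromosome 6, 48531711 to 48547656, plus strand) changed by 1.30 (SE 0.295) and Mycbp2 (ENSMUSG00000033004, chromosome 14, 103350847 to 103584277, minus strand) by 0.70 (SE 0.161). Cd74 (ENSMUSG00000024610, chromosome 18, 60936899 to 60945731, plus strand), which encodes the invariant chain of MHC class II, was at 49.5 ± 17.8 CPM with water and 16.9 ± 3.41 CPM with zinc, a log2 fold change of -1.55 (SE 0.28). Ms4a12 (ENSMUSG00000101031, chromosome 19, 11191446 to 11209814, minus strand) changed by -0.95 (SE 0.175) and the interferon target Oas1a (ENSMUSG00000052776, chromosome 5, 121031070 to 121046449, minus strand) by -0.85 (SE 0.170). All 6 had the adjusted p of 0.485, and in all 6 the 4 zinc libraries lay on 1 side of the 4 water libraries.

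Metallothioneins and zinc exporters check the zinc label. Mt1 (ENSMUSG00000031765, chromosome 8, 94905710 to 94906955, plus strand) was at 47.4 ± 14.3 CPM with water and 109 ± 102 CPM with zinc (SD, n = 4 each), a log2 fold change of 1.20 (SE 0.563, edgeR adjusted p 0.485). In the zinc libraries 1 to 4 it was at 254, 107, 29.5 and 45.0 CPM, against 36.0 to 68.2 CPM with water. Mt2 (ENSMUSG00000031762, chromosome 8, 94898819 to 94900207, plus strand) changed by 2.57 (SE 1.02) and was at 172, 49.8, 8.35 and 4.03 CPM in the zinc libraries, against 4.00 to 22.9 CPM with water. Without zinc replicate 1 these changes were 0.36 for Mt1 and 1.09 for Mt2. Slc30a1 (ENSMUSG00000037434, chromosome 1, 191638808 to 191645361, plus strand), a zinc exporter, changed by 2.47 (SE 0.790) at 0.449 ± 0.366 CPM with water and 2.61 ± 1.83 CPM with zinc; one water library had no count. Slc39a4 (ENSMUSG00000063354, chromosome 15, 76496580 to 76504172, minus strand), a zinc importer, was at 49.2 ± 9.68 and 41.5 ± 14.3 CPM, a change of -0.25 (SE 0.238, adjusted p 0.669). With 1 library left out the change of Slc39a4 ran from -0.498 (without zinc replicate 4) to -0.0899 (without zinc replicate 3). Slc30a2, an exporter chosen after its values were seen, was at 73.9 ± 8.69 and 103 ± 14.6 CPM, a change of 0.48 (SE 0.152, adjusted p 0.485), and higher in 4 of 4 zinc libraries. Of the 23 tested genes in the 2 zinc lists, 0 passed when adjusted over the list alone (smallest 0.119) and 0 over all genes. That count was 4 without zinc replicate 3 (Slc30a1, Slc30a2, Mt2 and Mt1) and 2 without zinc replicate 4 (Slc39a10 and Slc30a1).

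**Figure D3:**
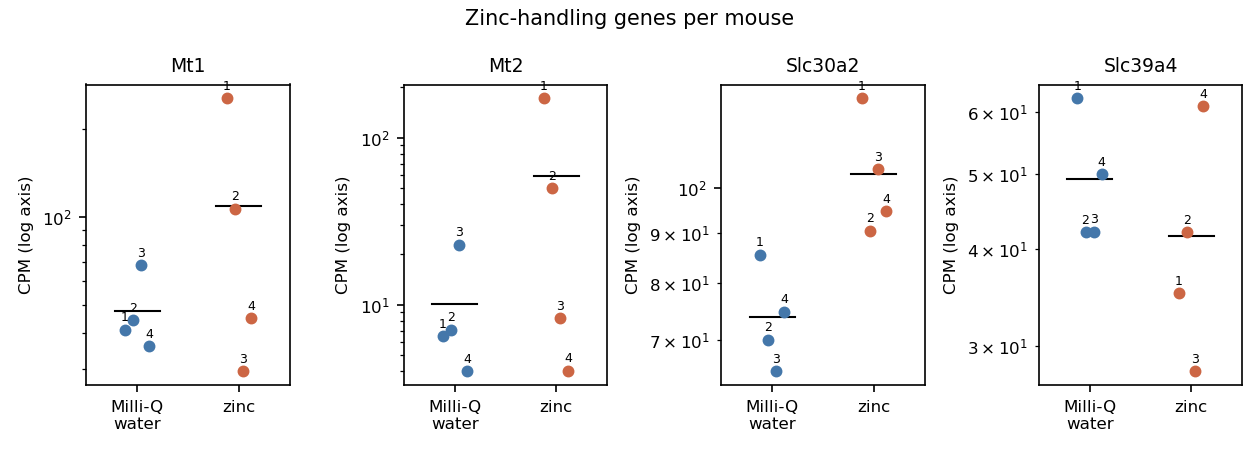
CPM (log axis) of 4 zinc-handling genes per mouse; points are libraries numbered by replicate and lines are group means. Mt1 and Mt2 are above every water library in zinc replicates 1 and 2 only, while Slc30a2 is above every water library in all 4 zinc replicates.

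Among PC products, Defa24 (ENSMUSG00000064213, chromosome 8, 22224506 to 22225490, plus strand) changed by -0.29 (SE 0.267, edgeR adjusted p 0.645), from 197600 ± 65610 to 161100 ± 17600 CPM. Lyz1 (ENSMUSG00000069515, chromosome 10, 117123698 to 117128775, minus strand) changed by -0.20 (SE 0.225, adjusted p 0.713) and Itln1 (ENSMUSG00000038209, chromosome 1, 171345690 to 171368943, minus strand) by 0.05 (SE 0.208, adjusted p 0.931). Both directions turned in the 6 libraries without a fall with transcript length (Defa24 0.14, Lyz1 0.08). With a correction for transcript length and GC content the value of Lyz1 was 0.000647, and Itln1 fell below 0 without Milli-Q water replicate 1 or 2 (-0.01 and -0.02). Of the 28 Defa genes 20 could be tested, 16 lower and 4 higher with zinc, between -0.82 and 0.45. None of the 20 passed when adjusted over the list alone (smallest 0.266) and none over all genes; 2 had an unadjusted p under 0.05.

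Gene lists were then tested as groups. By camera, 10 of the 12 lists passed, 3 higher and 7 lower with zinc. With all 8 libraries none of the 10 held under fry (smallest adjusted p 0.206) or under a correlation estimated from the data (0.348), so the camera calls rest on the preset correlation. The TNF and NF-kB response list had a median log2 fold change of -1.34 by voom, with 21 of 21 genes lower by edgeR (camera adjusted p 1.89e-06). Most of its edgeR values were smaller falls. Of the 21 genes only Cxcl1 (-1.37) and Cxcl2 (-2.355) fell by as much as the voom median, against -0.50 for Nfkbia and -0.45 for Sod2. The interferon-stimulated list had a median of -1.01, with 21 of 22 genes lower (3.35e-11). In both, 1 library carried much of the change: the mean log2 CPM of the TNF list was 1.26 in zinc replicate 3 and 5.004 to 5.56 in the other 7 libraries, and that of the interferon list was 1.41 against 2.83 to 3.79. Without zinc replicate 3 the medians were -0.11 (camera adjusted p 0.00581) and -0.54 (9.06e-11).

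**Figure D4:**
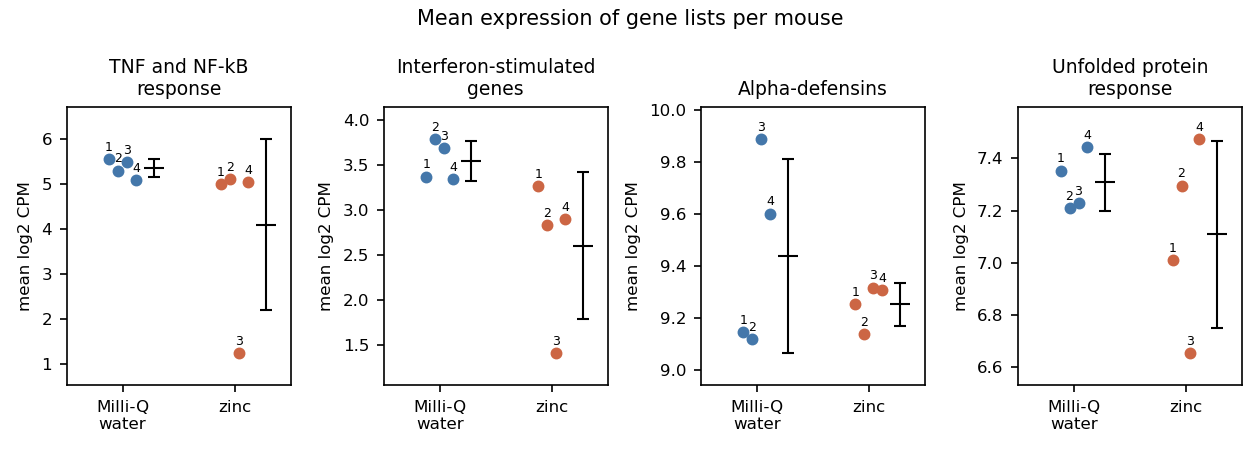
Mean log2 CPM over the tested genes of 4 lists, per mouse; points are libraries numbered by replicate and black bars are the mean ± SD of 4. Zinc replicate 3 is at 1.26 for the TNF list, below the 5.004 to 5.56 of the other 7 libraries.

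Of the remaining lists, 8 passed and 2 did not. Zinc-induced genes were higher (median 0.74 over 6 genes, camera adjusted p 0.0228), as were goblet cell markers (0.46 over 12, 0.0228) and crypt stem cell markers (0.85 over 10, 0.00069). Lower were alpha-defensins (-0.20 over 20, 0.0243), other Paneth cell products (-0.28 over 19, 0.0243), zinc transporters (-0.20 over 17, 0.0236), the unfolded protein response (-0.15 over 29, 0.0228) and immune and stromal markers (-1.47 over 3, 0.011). That last fall came from MHC class II genes: the 3 genes tested were, with edgeR values, Cd74 (-1.55), H2-Aa (-2.22) and Lyz2 (-0.07). The other 17 had 45 counts or fewer each over the 8 libraries, too few to tell whether cell markers in general fell. Enterocyte markers (0.39 over 12, 0.0634) and enteroendocrine and tuft markers (-0.0032 over 4, 0.4) did not pass. Leaving out Milli-Q water replicate 3, Milli-Q water replicate 4 or zinc replicate 2 took the Defa list to 0.583, 0.123 and 0.159. The unfolded protein response no longer passed without zinc replicate 3 (0.35) or Milli-Q water replicate 4 (0.114). Nor did the goblet cell list without zinc replicate 3 (0.0651) or Milli-Q water replicate 2 (0.102). Its median was 0.22 without zinc replicate 3, against 0.46 with all libraries. The zinc-induced list no longer passed without zinc replicate 1 (0.0846) or 2 (0.0511). The lists of other Paneth cell products (0.109) and zinc transporters (0.0743) no longer passed without zinc replicate 2, nor the former without Milli-Q water replicate 3 (0.13). Enterocyte markers passed without zinc replicate 4 (0.000315), and turned lower by the test without zinc replicate 3 (0.849), with a median still at 0.06.

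Zinc replicate 3 also stood apart across all genes. Its Pearson correlation with the other libraries (log2 CPM, across genes, which are not independent replicates) was 0.847 to 0.903, and the other 7 libraries correlated at 0.954 or more with each other. The first principal component, 55.5% of the variance, placed it at 91.0 and the others between -22.6 and 11.6. Another difference ran within the water group. The deviation of each gene from its mean fell with transcript length in Milli-Q water 3 (Spearman rho across genes -0.282) and Milli-Q water 4 (-0.292), and rose or stayed flat in the other 6 libraries (0.0057 to 0.215). The 2 libraries with the fall are both from the water group, so they allow no comparison among themselves. The other 6, with 2 water and 4 zinc libraries, were compared on their own. By edgeR 0 of 11213 genes passed (smallest adjusted p 0.564), and 312 had an unadjusted p under 0.05, where chance gives 561. The Defa share was 34.7% with water and 37.1% with zinc, a difference of 2.44 points against -1.75 with all 8 libraries (exact permutation p 0.267, where 6 libraries allow 0.0667 at best). As Defa transcripts are short, this choice of libraries is not independent of the Defa share. The differences in the other measures were 0.254 points for Lyz1 (exact p 0.6), -0.025 points for the mitochondrial share (0.667) and 169 genes detected (0.6). By camera 6 lists passed, 2 higher and 4 lower, with medians of -1.34 for the TNF list (adjusted p 6.13e-06) and -1.08 for the interferon list (2.84e-12). The Defa list turned higher (0.0576), and the lists of other Paneth cell products (0.646), zinc-induced genes (0.0694) and the unfolded protein response (0.154) no longer passed. By fry 1 list passed, the immune and stromal markers (0.0107, median -1.57 over 4 genes by voom). By edgeR the class II genes Cd74 (-1.68) and H2-Aa (-2.25) fell most, against -0.46 for Igkc, which had only 34 counts, and 0.17 for Lyz2. With length and GC content corrected for in all 8 libraries, the Defa list (0.953) and the list of other Paneth cell products (0.498) no longer passed.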

Values the study reported

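The study counted 28 protein-coding genes in the mouse Defa locus. In a typical experiment, it attributed 85.19% of the PC mRNA, in TPM, to Defa genes. It listed 18 Defa transcripts among the 20 most abundant, the other two being Lyz1 and an intelectin. It found Defa24 to be the most highly expressed Defa gene, and no reads for Defa31 and Defa37.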

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

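All tests of explanations in this part were chosen after the results were seen, although 2 of the gene lists they use were written without looking at the values of their genes. Each measure, list mean and named gene was searched in each group of 4 for a library far from the other 3, by Dixon's 95% critical value for the gap to the nearest over the range. Of 62 groups searched 2 stood out, and chance alone would give about 3.1.

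In zinc replicate 3, the mean log2 CPM of the TNF and NF-kB response list was 1.256, against 5.004 to 5.11 in the other 3 zinc libraries. The tables argue against several explanations. Low depth is one, since the library held 13167276 counts, within the range of the others. Dilution of the PCs as the cause of this fall is another, since the Defa share was 39.4%, also within their range. RNA of other cells in this library stays open, since its means for enterocyte (4.335), goblet cell (8.164) and crypt stem cell markers (5.275) were above those of the other 7 libraries (at most 2.567, 7.583 and 4.954). That for enteroendocrine and tuft markers (1.727, over 4 genes) was within their range, and the immune and stromal list had too few tested markers to tell. An effect of zinc common to the group is a further one, since the lowest of the other 3 zinc libraries was at 5.004, near the water libraries (5.09 to 5.56). Little exposure or response to TNF in this mouse predicts that other targets are low too. Of the further TNF and NF-kB targets, 13 of 14 were lowest in this library, where equal odds for the 8 libraries give 1.75. Of the further interferon targets, 19 of 22 were lowest in it, where such odds give 2.75. As this library stood apart across all genes, the number lowest in it without a TNF effect may be higher and was not counted. The means of these 2 further lists in zinc replicate 3 were 2.07 and 2.94, against 4.24 to 4.76 and 4.46 to 4.91 in the others. The data are thus consistent with a mouse in which TNF did not act, for instance after a failed injection. A library of other origin under this label cannot be told apart from that: it had 530 Xist counts and no Ddx3y counts, as the others did, which leaves any female mouse open, and no library without TNF is analysed here. A strong reaction to zinc in 1 mouse remains untested.

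In Milli-Q water replicate 3, Mt2 was at 22.89 CPM, against 4.00 to 7.09 CPM in the other 3 water libraries. A label exchanged with a zinc library cannot be told apart from a difference between mice. Slc30a2 was at 65.11 CPM in this library, below all 4 zinc libraries (90.4 CPM or more), but it was picked because it separates the groups as labelled and so cannot test the labels. Slc30a1 was at 0.492 CPM in this library and 0.484 CPM in zinc replicate 4, close to the limit for 3 counts. The trend with transcript length in this library does not account for it either, since after correction Mt2 was still 2.54 times the next water library. A biological difference between mice that raises metallothioneins, for instance stress, was not tested.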

How the results depend on the processing

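The length and GC correction, the fit with no scaling factors, the exact permutation of list means and the fit on the 6 libraries without a fall with transcript length were chosen after the data had been seen.

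The count of 0 genes called held under 18 of 19 alternatives, each replicate left out included; DESeq2 called 4 genes, 2 higher and 2 lower. Among them Cd74 (-1.56, adjusted p 0.00317) and Ms4a12 (-0.97, 0.0373) were the only genes named by the rule to pass under any alternative. In the simulated comparison DESeq2 made 30 false calls and edgeR 6, but the cause of the difference here was not tested. The count at an unadjusted p under 0.05 ran from 312 in the 6 libraries, 641 without Milli-Q water replicate 3 and 672 without Milli-Q water replicate 4 to 1960 without zinc replicate 4, against 1092 with all libraries. Of the named genes, Lyz1 was at 0.000647 under the length and GC correction and 0.0762 in the 6 libraries, where Defa24 was at 0.136, and Itln1 ran from -0.0193 to 0.159 with 1 library left out; the other named genes kept their direction throughout. The number of zinc-handling genes passing over the list alone was 2 with no filter (Slc30a1 and Mt2), 1 under DESeq2 (Slc30a1), 5 under limma-voom with sample weights (Slc39a10, Slc30a1, Slc30a2, Mt2 and Mt1) and 0 to 4 with 1 library left out. Sample weights gave zinc replicate 3 the lowest weight, 0.174. No Defa gene passed over the list alone under any alternative.

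With all 8 libraries the camera calls gave way under fry and under the estimated correlation. With the estimated correlation, the adjusted p of the lists was 0.48 for alpha-defensins, 0.364 for other Paneth cell products, 0.348 for zinc-induced genes, 0.348 for zinc transporters, 0.364 for TNF, 0.348 for interferon, 0.48 for the unfolded protein response, 0.364 for goblet cells, 0.348 for stem cells and 0.348 for immune and stromal markers. In the same order, fry gave 0.421, 0.314, 0.255, 0.229, 0.325, 0.229, 0.417, 0.325, 0.255 and 0.206. The loss under the estimated correlation follows from the construction of camera, whose preset correlation of 0.01 treats genes of a list as nearly independent. For fry, a self-contained test, the effect of the preset correlation was not separated from that of the change of test. Exact permutation of list means gave 0.468, 0.137, 0.267, 0.171, 0.137, 0.137, 0.446, 0.137, 0.171 and 0.137, but with 0.0286 as the smallest p, at least 7 of the 12 lists would have to reach it for any to pass after adjustment. Unadjusted, the exact p was 0.0286 for the interferon and immune and stromal lists. It was 0.0571 for other Paneth cell products, TNF and goblet cells, and 0.114 to 0.429 for the other 5. For those 5 this test did not set the groups apart. In mean log2 CPM, zinc transporters (-0.174) and crypt stem cell markers (0.755) still differed by more than the SD of either group. The rest of those 5 did not.

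Other settings moved fewer lists. The stricter filter took other Paneth cell products to 0.0627 and zinc-induced genes to 0.0765. The length and GC correction took alpha-defensins to 0.953 and other Paneth cell products to 0.498. In the 6 libraries alpha-defensins turned higher (0.0576), and other Paneth cell products (0.646), zinc-induced genes (0.0694) and the unfolded protein response (0.154) no longer passed; fewer libraries enter this fit. With no scaling factors the zinc transporters were at 0.0879, and the median of all genes moved to 0.14, against -0.00133 to 0.0555 under the other scalings. No filter took enterocyte markers to 0.0324 and reversed the enteroendocrine and tuft list (0.634); the cause was not tested. With 1 library left out the adjusted p ran from 0.00148 to 0.583 for alpha-defensins, 0.00581 to 0.13 for other Paneth cell products, 0.00135 to 0.0846 for zinc-induced genes, 0.00523 to 0.0743 for zinc transporters, 0.00084 to 0.35 for the unfolded protein response, 0.000315 to 0.849 for enterocyte markers and 0.00755 to 0.102 for goblet cells. The TNF (2.41e-08 to 0.00581), interferon (7.07e-15 to 4.92e-08), stem cell (1.64e-08 to 0.00389) and immune and stromal lists (5.84e-05 to 0.0235) passed by camera with any 1 library left out.

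With 1 library left out, the zinc minus water difference in the Defa share ran from -3.37 to 0.23 points, in genes detected from 237 to 491, and in the Lyz1 share from -0.718 to -0.1. In the 6 libraries the Defa share (2.44 points) and the Lyz1 share (0.254 points) turned higher with zinc; 6 libraries cannot give an exact p under 0.0667. Other denominators and detection limits changed neither a direction nor a call.

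Both groups carry replicate numbers 1 to 4, which may only name the mice. The deviations of same-numbered libraries from their group means correlated at -0.0275, 0.00817, 0.0249 and 0.0266, so the numbers do not pair the samples. With the replicate block, 0 genes were called, 1 zinc-handling gene passed over the list alone (Slc30a1), and enterocyte markers passed (0.000612); the block changed no other call.

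Depth limits the low genes, since 3 counts were worth 0.179 to 0.369 CPM. Slc30a1, at 155 counts over 8 libraries, was not tested under the stricter filter. It was over 1 CPM only in zinc replicates 1 to 3 (4.78, 3.23 and 1.97 CPM), where that filter asks for 4 samples.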

Other observations

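The splits of the libraries, the comparison of Defa counts with their own sequence and the length-scaled Defa share were planned before their results were seen; the other tests in this part were chosen afterwards.

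All 35 splits of the 8 libraries into 4 and 4 were compared with the real grouping, which is itself 1 of the 35 and is included in each count below. No split called a gene, and with a count of 0 the splits cannot test that result, since 35 of 35 reach it whatever the data. The 1092 genes at an unadjusted p under 0.05 were reached or exceeded in 4 of 35 splits, the real one included; the splits ranged from 95 to 1275. The 10 lists called by camera were reached in 2 of 35, the real split and 1 other, and camera called 2 lists or more in every split, with a median of 5. A camera p as small as that of the TNF list appeared in 9 of 35 splits, and as small as that of the interferon list in 4 of 35. Chance can therefore not be excluded for the count of genes at an unadjusted p under 0.05, the number of lists called or the camera p of these 2 lists, and a call by camera alone has little weight in these libraries.

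The fall of the TNF list came from 1 library to a large extent. Without zinc replicate 3 the difference in mean log2 CPM was -0.307 (exact permutation p 0.0857), against -1.26 with it. The interferon list is a different case: without that library the difference was -0.55, with an exact p of 0.0286, the smallest that 7 libraries can give, and all 3 remaining zinc libraries (2.83 to 3.26) were below all 4 water libraries (3.35 to 3.79). Zinc replicate 3 alone is argued against as the source of that fall. A candidate explanation is a weaker interferon response to TNF under zinc, and the further interferon list was lower too without that library (-0.25, exact p 0.0286). With all 8 libraries both lists were at 0.0286, the smallest p that 8 libraries can give, so 1 list alone could not have passed after adjustment over 12. As the pattern was found and tested on the same libraries, and 4 of 35 splits, the real one included, gave a camera p as small, this stays a hypothesis to check in other mice.

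Zinc replicates 3 and 4 showed no rise of Mt1 or Mt2. An exchange of labels with water libraries stays open. Slc30a2, whose lower value in the pair was 94.68 CPM against 85.5 CPM at most with water, was picked because it separates the groups as labelled and so cannot test the labels. Slc30a1 was at 0 to 0.893 CPM with water and Slc39a10, named after its values were seen, at 38.3 to 55.5 CPM. Zinc replicate 4 was at the water level for both, with 0.484 and 51.45 CPM, whereas zinc replicate 3 was outside it on the side of the other zinc libraries, with 1.97 and 30.45 CPM. Slc30a1, which was named in advance, thus goes against an exchange for zinc replicate 3 but not for zinc replicate 4, and its few counts do not settle it. The split with the most genes at an unadjusted p under 0.05, 1275, was the one that exchanges zinc replicate 4 with Milli-Q water replicate 3. Unequal zinc intake or timing between the mice cannot be told apart from a variable response, since no record of intake is in the labels; Mt1 was at 45.0 CPM in zinc replicate 4, a water level.

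The 7 MHC class II genes, listed after Cd74 had been seen, were all lower with zinc. Their summed CPM was 83.5 with water and 29.6 with zinc (exact permutation p 0.0571), and Milli-Q water replicate 4 (38.8) lay below zinc replicate 3 (38.95). Fewer leukocytes in the zinc sorts are argued against, since 16 leukocyte transcripts (Ptprc, Cd79a, Coro1a, Tyrobp and others) had 92 counts over the 8 libraries, against 5749 for the class II genes. The last gene of the leukocyte list, Lyz2, is a close copy of Lyz1 and tells little here; with it, the list summed to 21.2 ± 5.21 CPM with water and 20.03 ± 6.25 with zinc (exact p 0.8). A lower class II expression in the epithelial cells themselves remains a hypothesis, and chance is not excluded.

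The lists of short transcripts moved with the trend in transcript length. The tested Defa genes had a median transcript length of 422 bases and other Paneth cell products 1195, against 4416 for all tested genes, and Milli-Q water 3 and 4 were rich in short transcripts. With that trend removed, camera gave 0.953 for the Defa list and 0.498 for other Paneth cell products. In the 6 other libraries the Defa list was not lower with zinc (0.0576, higher). The libraries left out had the highest Defa shares (44.8% and 41.3%), so that fit cannot test the explanation. Given the correction, the small fall of both lists may come from library composition in 2 water libraries and not from zinc. The goblet cell list (0.00643) and the crypt stem cell list (9.35e-05) still passed after the same correction, which argues against this trend as the source of their rise.

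The counts of single Defa genes rose in part with how much sequence each gene has of its own. Over the 28 genes, the share of words of 75 bases found in no other gene correlated with the counts (Spearman rho 0.657 across genes, permutation p 0.0002, 10000 permutations), and with words of 50 and 100 bases rho was 0.612 and 0.657. All 9 genes under 100 counts had under 50% of such words, with a median of 19.3%, against 62.0% for the other 19 genes, of which 8 were also under 50%. For example, Defa33 (0 counts) had no word of its own and Defa2 (10 counts) had 1.98%. Reads shared between near-identical copies are a candidate explanation for some of the lowest counts, but the share of own sequence does not set the count alone. Defa21 and Defa22, with 43.2% and 43.5%, had 2538022 and 2446225 counts, while Defa23 and Defa36, with 40.4% and 44.1%, had 13 and 3, and Defa5, with 2.32%, had 80472.

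The Defa share of counts here was 38.0%. That is lower than the value quoted from the study above. The number of Defa genes among the 20 highest was 7. That is lower than the number quoted from the study above. The quoted values come from another quantification, since the study used Salmon with an updated annotation of the Defa locus. The study gives a Defa share of similar size over all of its samples, this series included, so other samples are not a ready explanation for that gap. The quoted number among the most abundant is from a pooled experiment not stated to include these libraries. The quoted share was in TPM, which divides by transcript length. Dividing the counts here by the length of the longest annotated transcript of each gene raised the share to a mean of 71.6%, from 69.2% to 75% between libraries. The longest transcript need not be the one expressed, so this length-scaled share is itself uncertain. A level of over 70% in every library had been set as the sign that the unit is the cause. The share was under it in Milli-Q water replicate 2 (69.2%) and zinc replicate 2 (69.8%) and over it in the other 6, so how far the unit may account for the gap cannot be told apart from reads lost between copies or another way of assigning reads; the fragment length, which changes length scaling for transcripts this short, is not given in the sources used here. The length-scaled count of Defa genes among the 20 highest was 10 to 12. Defa31 and Defa37 had 58 and 21 counts here. That is higher than the absence quoted from the study above. Other genes went the other way. Defa2, Defa23, Defa33 and Defa36 had 10, 13, 0 and 3 counts here, while the study lists each of them as expressed in its typical experiment.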
